A study of Mus musculus with 2 samples.

How the data were processed

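The series holds microRNA sequencing libraries of the left cerebral cortex of male B6CASTF1/J mice aged 36 days, 2 libraries of 1 group. Per the labels they are biological replicates from animals numbered 3 and 4. Both carry the same donor identifier, and they were treated as separate animals because the labels number them so; the binomial p-values cover counting error in these libraries, not variation between animals. The labels give RNA below 30 bases as the size range.

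The deposited tables hold whole-number counts of reads per microRNA gene, not normalized, 1 table per library. Per the text files deposited beside them, the reads were mapped to mm10 and the annotation was GENCODE M21. The aligner, the counter, their versions, adapter trimming and the use of molecular identifiers are not given in the sources used here. The tables have no header. Their layout, with 4 leading entries for unmapped, multi-mapped, unassigned and ambiguous reads followed by 3 columns of counts per gene, was read as unstranded counts, counts on the gene's own strand and counts on the opposite strand. The values bear on this reading: opposite-strand counts at genes with no annotated opposite-strand microRNA gene came to 147 and 163, against 4273791 and 4010274 sense counts. The sense column was used as the main count by a rule fixed before the data were examined. Multi-mapped reads (42.8% and 39.9% of all reads in replicates 1 and 2), unmapped reads (16.7% and 20.9%) and reads mapped once outside microRNA genes (4.56% and 4.39%) stand in the entries that name no gene and stayed out of totals and tests. Reads that fit several loci are therefore missing from the gene counts, and both arms of a hairpin are counted together, so mature microRNAs cannot be told apart.

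All 2202 gene identifiers matched GENCODE M21, from which symbols, coordinates and overlapping genes were taken (1174 have Mir symbols). From the hairpin sequences the GC content was computed, and 1047 genes were marked as sharing a stretch of 22 bases with another microRNA locus on either strand. Of 64 genes that overlap a microRNA gene on the opposite strand, 25 were detected, and all 25 lost over 90% of their reads in the unstranded column, where such reads are ambiguous.

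CPM was computed over the sense counts at microRNA genes, and a gene was called detected at 10 CPM or more in both libraries. Genes with 10 or more counts in the libraries together were tested with an exact two-sided binomial test against TMM effective library sizes (edgeR 4.0.16, R 4.3.3), with Benjamini-Hochberg adjustment at 0.05, and intervals of log2 ratios are exact (Clopper-Pearson, 95%). The spread between libraries is edgeR's common dispersion with an intercept-only design. No count model with a p-value was fitted, since 1 group leaves no contrast. List medians were placed among 10000 random lists, drawn from all genes with a nonzero count for levels and matched on deciles of mean CPM for log2 ratios. A gene with 0 counts in a library has no log2 ratio and was also entered at a floor of 3 counts. Clusters are genes with Mir symbols within 10 kb on the same strand, and the test of shared stretches took those whose highest gene had 100 CPM or more, a minimum that its written prediction did not state. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9, with fixed random seeds.

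The scripts were tested on simulated data. Libraries drawn with 200 genes changed, at the real sizes, had 98% of 2-fold changes and 70% of 1.25-fold changes called. Of unchanged genes 0.627% were called, among 519 genes tested for replicate 2 against replicate 1. These rates check the test against counting error. They give no rate of false calls for libraries that also vary in other ways, as the real ones may. A simulated coefficient of variation of 40% was recovered as 39.7% over 514 genes.

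The 26 lists, the rule for named genes, the tests and most alternatives were fixed before the data were examined. Named were the 20 genes with the highest mean CPM, up to 4 of the most abundant genes of each list, and the 5 largest log2 ratios in each direction among genes with 100 or more counts together and an adjusted p under 0.05, 101 genes in all. Other genes are named only where the text says that they were chosen after their values were seen, where a list's exception or a gene at 0 counts needed its name, or in a figure. Mir98 is also named, to say that the let-7 list holds it. The Mir146 symbol of the annotation stands for Mir146a of the list. Alternatives were DESeq2 1.42.0 size factors, total counts, other minimum counts and CPM, other pseudocounts, unstranded counts, each library alone, totals without the most abundant gene and totals over all reads. Signal tracks and alignments named in the text files beside the tables were not used here.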

Results

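MicroRNA was sequenced from the left cerebral cortex of 36-day-old male B6CASTF1/J mice, the first-generation hybrids of C57BL/6J and CAST parents, from RNA of fewer than 30 bases as labelled. The 2 libraries formed 1 group and came from animals numbered 3 (replicate 1) and 4 (replicate 2), so the design holds no comparison between conditions. The questions that it can answer are which microRNA genes make up the cortical profile and how far the 2 libraries differ. Replicate 1 held 11886775 reads, of which 36.0% (exact 95% binomial interval 35.9 to 36.0) were assigned to microRNA genes on the sense strand. Replicate 2 held 11534730 reads, of which 34.8% (34.7 to 34.8) were assigned. The sense counts came to 4273791 and 4010274, spread over 782 of the 2202 annotated microRNA genes. Levels are given in CPM, sense counts scaled so that the microRNA genes of a library sum to 1000000, as mean ± SD over n = 2 libraries unless a single library is named. A count of 0 allows up to 0.702 CPM in replicate 1 and 0.748 CPM in replicate 2, and intervals and limits cover counting error only.

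Among reads assigned to a microRNA gene, Mir139 had the highest mean level, at 107482 ± 31986 CPM (SD, n = 2). It lies in an intron of Pde2a (chromosome 7, 101475376 to 101475443, mm10). In replicate 2, however, Mirlet7g stood higher, at 110761 CPM against 84864 CPM for Mir139. The let-7 family, microRNAs that accumulate as neurons mature, followed. Mirlet7g, in an intron of Wdr82, stood at 96857 ± 19664 CPM, Mirlet7b at 69527 ± 480.1 CPM, Mirlet7i at 66369 ± 17594 CPM and Mirlet7d at 41342 ± 8429 CPM (SD, n = 2). All 12 let-7 genes, Mir98 included, were detected at 10 CPM or more in both libraries, and together they took 31.7% ± 4.87 of the sense counts (SD, n = 2). The median level of the family lay above that of all 10000 random lists of the same size. Mir132, which neuronal activity induces through CREB, reached 42480 ± 17618 CPM, and Mir744, in an intron of Map2k4, 33708 ± 2651 CPM. Mir23b stood at 18439 ± 3061 CPM, Mir652 at 13744 ± 5429 CPM, Mir125a at 13379 ± 5182 CPM and Mir99a at 11662 ± 4210 CPM (SD, n = 2). In all, 300 genes were detected at 10 CPM or more in both libraries. Mir139 took 10.7% ± 3.20 of the sense counts, the 10 genes with the highest means 55.4% ± 1.08 and the 20 with the highest means 67.7% ± 1.52 (SD, n = 2). No test applies to these levels, since 1 group was sampled. Multi-mapped reads made up 42.8% and 39.9% of all reads in replicates 1 and 2, more than were assigned to genes. The ranks and shares therefore hold for assigned reads only. MicroRNAs made by several loci may stand too low in them.

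**Figure D1:**
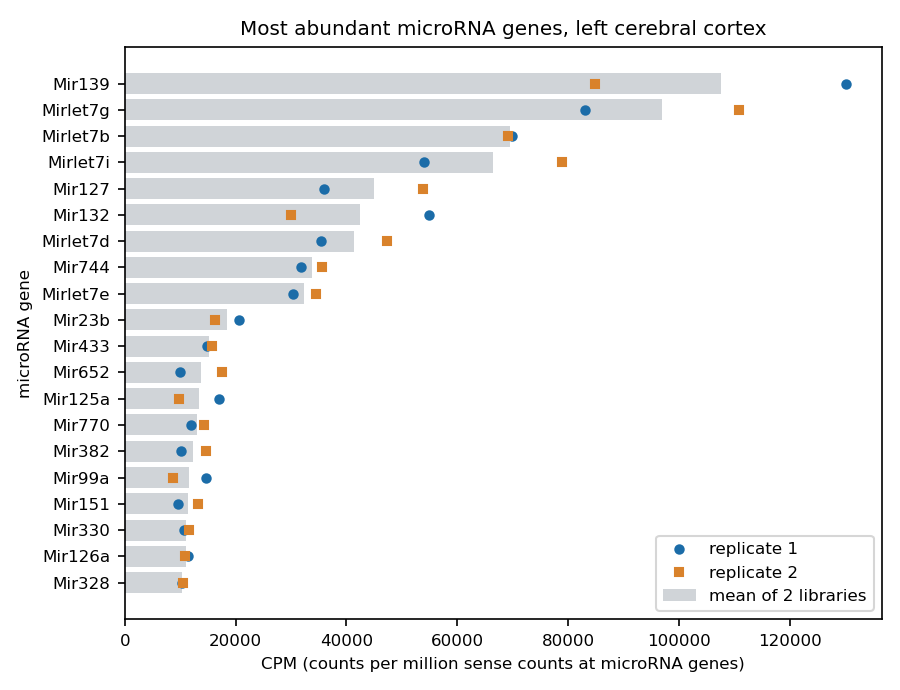
CPM of the 20 most abundant microRNA genes (horizontal axis, linear from 0), with a bar for the mean of the 2 libraries and a point for each library. Mir139 stood at 130099 CPM in replicate 1 and 84864 CPM in replicate 2, while Mirlet7b lay at 69867 and 69188 CPM.

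The imprinted Dlk1-Dio3 domain on chromosome 12, whose microRNAs are transcribed from the maternal allele, gave 14.5% ± 1.22 of the sense counts (144967 ± 12211 CPM, SD, n = 2). Of the 59 members of the list, 58 lie within 184 kb (109563692 to 109747960), and the other, Mir496b on chromosome 19, had no counts. Of these genes 48 were detected, which is 48 of the 300 genes detected in all, and 18 exceeded 1000 CPM in both libraries. Mir127, antisense to an exon of the retrotransposon-derived gene Rtl1, was the most abundant at 44919 ± 12578 CPM. Mir433, also antisense to Rtl1, reached 15219 ± 621 CPM, Mir770 in an exon of Meg3 13127 ± 1591 CPM, and Mir382 in an exon of Mirg 12387 ± 3093 CPM (SD, n = 2). The list's median level lay above that of all 10000 random lists. The Sfmbt2 list is named for another imprinted cluster, on chromosome 2 and best known from placenta. It summed to 1637 ± 205 CPM with 7 of 81 genes detected, led by Mir467d at 808 ± 181 CPM (SD, n = 2). Some of its genes lie outside the run of neighbouring genes at 10466663 to 10518279, so the sum may not be of that cluster alone. Of the 81 genes, 79 share a stretch of 22 bases with another microRNA locus, so their counts are uncertain.

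**Figure D2:**
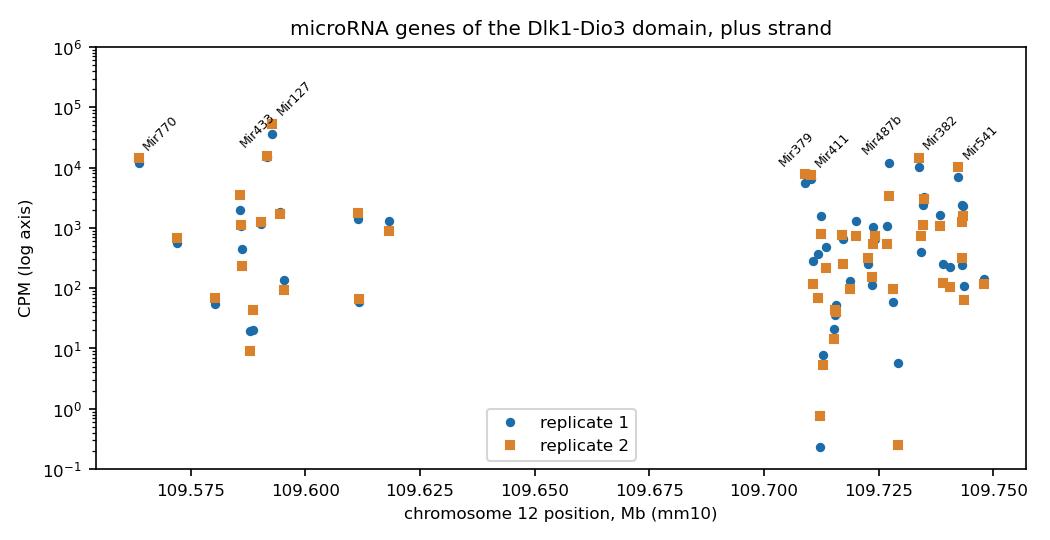
CPM (log axis) of plus-strand microRNA genes of the Dlk1-Dio3 domain against position on chromosome 12 (Mb, mm10), with a point for each library and the most abundant genes named. Genes without counts in a library are not drawn; Mir127 stood at 36025 CPM in replicate 1 and 53813 CPM in replicate 2.

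Neuronal microRNAs summed to 78521 ± 22434 CPM, with 14 of 17 genes detected, and the list's median level lay at percentile 99.99 of random lists. Beside Mir132 these were led by Mir128-1, in an intron of R3hdm1, at 9537 ± 4866 CPM, Mir138-1 at 6323 ± 1458 CPM and Mir383 at 6144 ± 934 CPM (SD, n = 2). Mir137 stood at 5398 ± 677 CPM. Of the 17 neuronal genes, 11 share a stretch of 22 bases with another microRNA locus, Mir128-1 and Mir138-1 among them. Their counts may therefore lack reads. The list of microRNAs named for synaptic or activity-dependent regulation, which shares Mir132, Mir137 and both Mir138 genes with the neuronal list, summed to 63123 ± 17137 CPM with 9 of 9 genes detected (percentile 99.96). The genes of miR-124, the best-known neuronal microRNA, were named here after their values were seen. Mir124a-1 had 10 and 15 counts in replicates 1 and 2, Mir124a-2 had 0 and 0, and Mir124a-3 had 20 and 4. Mir124a-1 shares a stretch of 22 bases with another locus, and reads that fit several loci are missing from the counts. These low counts therefore cannot tell a scarce miR-124 from reads that were left out. The miR-9 genes, of progenitors, neurons and astroglia, summed to 85.0 ± 13.4 CPM, with Mir9-3 at 68.0 ± 7.69 CPM (SD, n = 2). All 3 miR-9 genes share stretches of 22 bases with other loci.

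Markers of other cell types were also present. Endothelial Mir126a, within Egfl7, stood at 11097 ± 421 CPM. The mural and smooth muscle list summed to 6435 ± 1777 CPM, nearly all from Mir143 at 6188 ± 1832 CPM, and the oligodendrocyte list to 4321 ± 1099 CPM. Mir219a-2 and Mir338, which promote oligodendrocyte differentiation, gave 2554 ± 569 CPM and 1759 ± 533 CPM (SD, n = 2). The microglia and leukocyte list summed to 2148 ± 116 CPM with 4 of 7 genes detected, led by Mir150 at 1213 ± 171 CPM and Mir146 at 815 ± 59.9 CPM. The choroid plexus list summed to 425 ± 47.1 CPM, nearly all from Mir204 at 423 ± 46.3 CPM, which other cells also express. The multiciliated list summed to 234 ± 45.1 CPM and the red-cell list to 441 ± 501 CPM (SD, n = 2). Mir126a, Mir219a-2, Mir338 and Mir451a overlap a microRNA gene on the opposite strand, and their reads are lost from the unstranded counts.

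Further lists stand for other tissues. The miR-200 list of epithelia summed to 262 ± 175 CPM, the liver and pancreas list to 197 ± 3.39 CPM, and the miR-183 list of sensory organs to 147 ± 160 CPM. The striated muscle list summed to 55.2 ± 35.8 CPM and the Hox-embedded list, of spinal cord and trunk, to 35.2 ± 2.51 CPM. The X-linked testis list summed to 6.95 ± 7.71 CPM and the embryonic stem cell list to 2.56 ± 0.969 CPM, and neither had a gene detected in both libraries (SD, n = 2).

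Families expressed in many tissues were also measured. The miR-30 family summed to 16181 ± 97.7 CPM, the miR-29 family to 9177 ± 539 CPM, the miR-181 family to 6585 ± 916 CPM and the clusters related to miR-17, of proliferating cells, to 3221 ± 513 CPM (SD, n = 2). They were led by Mir30d at 8506 ± 460.2 CPM, Mir29a at 8032 ± 315 CPM, Mir181b-2 at 2286 ± 509 CPM and Mir93 at 1519 ± 448 CPM. Genes whose mature microRNA is made with the same sequence by several loci had a median of 148 CPM over 44 genes (summed 37985 ± 5515 CPM), against 4541 CPM over 20 relatives with a mature sequence of their own (summed 367550 ± 47117 CPM). Both median levels lay above those of all 10000 random lists. The difference between them gave p = 2e-05 in a two-sided permutation test on log2 CPM across genes, the smallest that its 100000 resamples can give. Genes are not independent replicates. A stretch of 22 bases was shared with another microRNA locus by 42 of the 44 genes and by 2 of the 20 relatives. The lists therefore do not split fully on shared stretches.

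**Figure D3:**
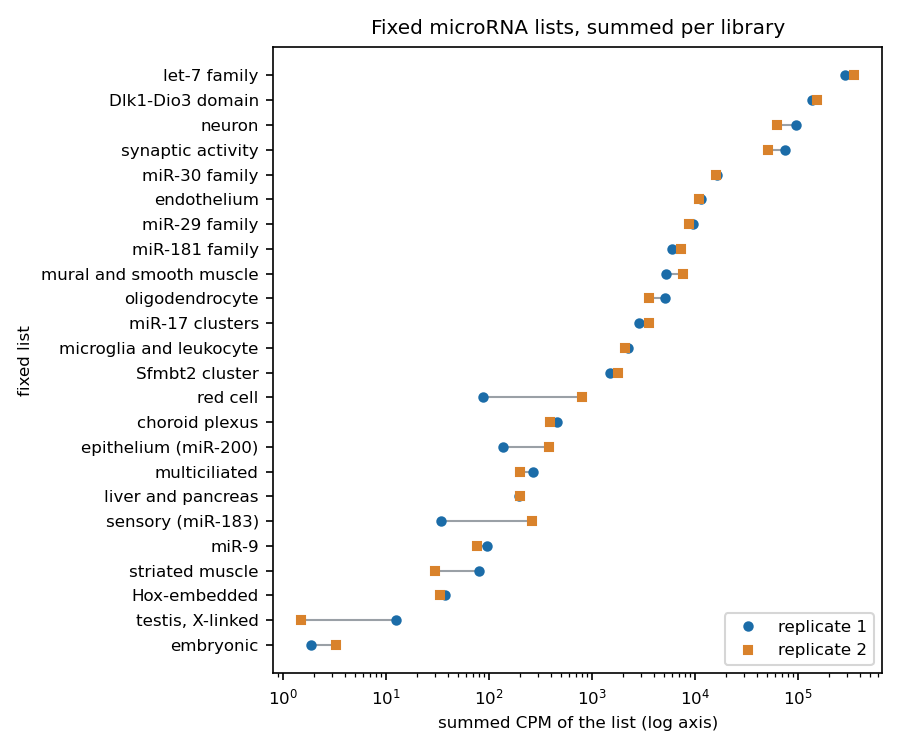
Summed CPM (log axis) of 24 of the lists, with a point for each library. The let-7 family lay at 282628 and 351477 CPM in replicates 1 and 2, and the red-cell list at 86.8 and 795 CPM.

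Red-cell, epithelial and sensory-organ microRNAs were among the genes that differed most between the libraries. Mir451a, which accumulates in maturing red cells, stood at 47.0 CPM in replicate 1 and 726 CPM in replicate 2, a log2 ratio of 3.99 (exact 95% interval 3.78 to 4.20), and its neighbour Mir144 had a log2 ratio of 2.26 (1.76 to 2.78). Mir200c had a log2 ratio of 3.75 (3.38 to 4.13), Mir182 of 3.14 (2.71 to 3.59) and Mir183 of 2.86 (2.55 to 3.19). Mir185, in an intron of Tango2, had 215 CPM in replicate 1 and 2447 CPM in replicate 2. In the other direction, Mir22 stood at 15744 CPM in replicate 1 and 2799 CPM in replicate 2, a log2 ratio of -2.45 (-2.48 to -2.42), and Mir380 of the Dlk1-Dio3 domain had a log2 ratio of -2.38 (-2.57 to -2.20). The log2 ratio was -4.87 for Mir26a-2, -2.69 for Mir24-1 and -2.53 for Mir181a-2, all of which share stretches of 22 bases with other loci. An exact two-sided binomial test with Benjamini-Hochberg adjustment found 142 genes higher and 157 lower in replicate 2, of 516 tested. These tests compare the libraries, not conditions, and with an absolute log2 ratio of 1 or more also required the counts were 40 and 60. Without that requirement, DESeq2 size factors gave 150 higher and 146 lower, and total counts gave 133 and 167. Which direction held more genes therefore depended on the scaling.

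**Figure D4:**
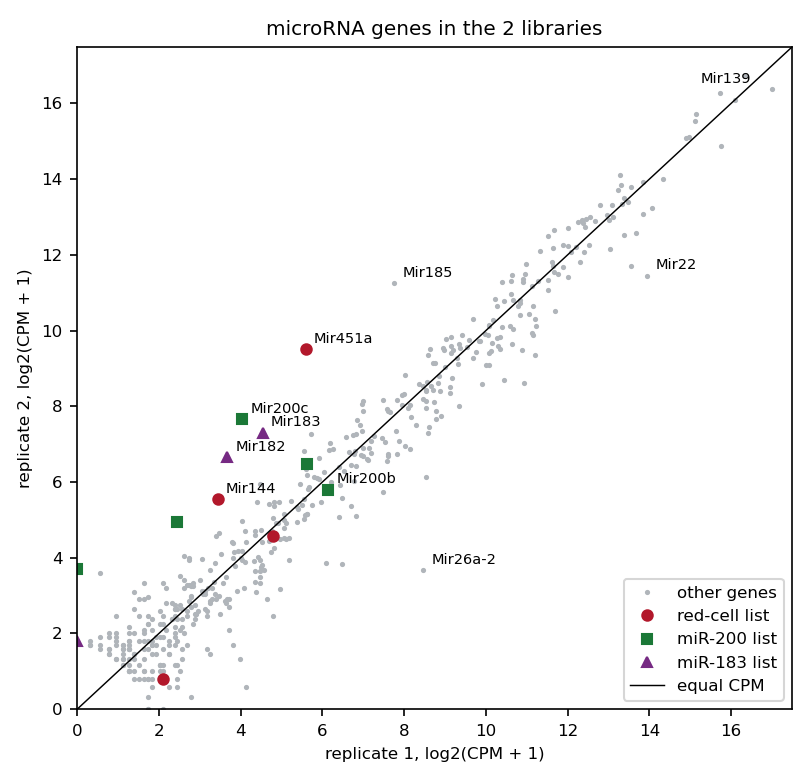
log2(CPM + 1) of 516 microRNA genes in replicate 1 (horizontal axis) and replicate 2 (vertical axis), with a line of equal CPM and with genes of the red-cell, miR-200 and miR-183 lists in colour. Mir451a lies far above the line, with 47.0 and 726 CPM, and Mir22 far below it, with 15744 and 2799 CPM.

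By list, the sensory miR-183 genes had 3 of 3 members higher in replicate 2 (also 3 adjusted over the list alone). Their median log2 ratio was 3.00 over the 2 genes with counts in both libraries, at percentile 99.93 of random lists matched on level, and 2.86 with Mir96 at its bound. The miR-200 list had 4 members higher and 1 lower (4 and 1 adjusted over the list alone), with a median of 1.84 at percentile 99.91, or 2.78 with Mir141 at its bound. Mir200b was the exception, with a log2 ratio of -0.31 and an adjusted p of 0.0281 in the exact binomial test (0.0585 with DESeq2 size factors). The red-cell list had a median of 1.04 at percentile 99.22, with 2 of 4 genes higher and 1 lower (2 and 1 adjusted over the list alone), and the gene lower was Mir3107 at -2.09 (-4.53 to -0.25) on 14 and 3 counts. The log2 ratio of Mir486, which overlaps Mir3107, was -0.18 (-0.59 to 0.23). With 100 or more counts required, the red-cell median was 2.26. The striated muscle list lay lower, with 4 of 4 genes lower (4 adjusted over the list alone) and a median of -1.91 at percentile 0.0600. Mir499, in an intron of Myh7b, stood at 29.9 and 7.98 CPM in replicates 1 and 2, and Mir208b, in an intron of Myh7, had a log2 ratio of -3.26 (-4.76 to -2.06). With 100 or more counts required, the median of the striated muscle list was -1.20.

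Most other lists held members in both directions. The let-7 family had 9 of 12 genes higher and 2 lower in replicate 2 (9 and 2 adjusted over the list alone; median 0.40, percentile 94.4), and the miR-30 family 5 of 6 higher and 1 lower (5 and 1; median 0.36, percentile 87.6). With total counts, let-7 had 8 higher and 3 lower and miR-30 had 3 and 1. The neuronal list had 4 of 16 higher and 9 lower (4 and 10 adjusted over the list alone; median -0.33, percentile 8.49), with Mir132 at a log2 ratio of -0.83 and Mir128-1 at -1.05. The Dlk1-Dio3 list had 21 of 51 higher and 25 lower (21 and 27 adjusted over the list alone; median -0.20, percentile 5.27). At 100 or more counts the Dlk1-Dio3 median was -0.08 (percentile 21.7), while the neuronal median was unchanged at percentile 2.78. The synaptic list had 3 of 9 higher and 6 lower, the miR-17 clusters 4 of 11 and 3, and the miR-181 family 2 of 6 and 3. These counts were the same adjusted over the list alone. The Sfmbt2 list had 4 of 9 higher and 3 lower, or 5 and 3 adjusted over the list alone. The leukocyte list had 2 of 6 higher and 2 lower, and the mural list 1 of 2 and 1. No gene was higher and 2 of 3 were lower in the oligodendrocyte list, 2 of 4 in the miR-29 family (1 higher and 1 lower with DESeq2 size factors), 1 of 3 in the multiciliated and in the miR-9 list, 1 of 2 in the choroid plexus list and 0 of 3 in the Hox-embedded list. The liver and pancreas list had 2 of 3 higher and 1 lower, the testis list 3 of 3 lower, and Mir126a, the only endothelial gene tested, was lower with a log2 ratio of -0.04 (-0.06 to -0.02), though not with DESeq2 size factors (-0.000622, -0.02 to 0.02). All counts in the last 3 sentences were unchanged when adjusted over the list alone. The embryonic list had no gene with enough counts to test. Genes made by several loci had 11 of 43 higher and 20 lower, and their relatives with a sequence of their own 12 of 20 and 7, with the same counts adjusted over the list alone.

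Across genes, the libraries had Pearson r = 0.973 and Spearman rho = 0.952 for log2(CPM + 1) over 516 genes, which are not independent replicates. Among the 309 genes with 100 or more counts, the median absolute log2 ratio was 0.46, and 82.5% lay within a factor of 2. Of the 54 genes beyond it, 18 were higher and 36 lower in replicate 2. The coefficient of variation between the libraries, from edgeR's common dispersion, was 43.7%, on 1 residual degree of freedom. A chi-square test of the counts (336636 on 515 degrees of freedom) showed differences beyond sampling noise, so the tables are not repeats of 1 table. The libraries were taken as separate samples because the labels number the animals separately.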

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

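Of the tests in this part, only the cluster test without a minimum level was chosen after the result was seen. Reads outside the gene counts were looked at because the comparisons do not use them and their numbers exceed what a count of 0 allows. Multi-mapped reads made up 42.8% of all reads in replicate 1 and 39.9% in replicate 2. Reads mapped once outside microRNA genes made up 4.56% and 4.39%. Opposite-strand reads at genes with no annotated opposite-strand microRNA gene came to 147 and 163.

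Genes of multi-copy microRNAs had lower counts than relatives with a sequence of their own, at medians of 148 and 4541 CPM, although both medians lay above those of all 10000 random lists. Lower transcription was tested inside clusters of neighbouring genes, which are often cut from 1 transcript. In 15 of 18 clusters with a gene at 100 CPM or more the median gene sharing a 22-base stretch lay below the median gene without one (exact two-sided sign test p = 0.00754), which argues against it in these clusters. Without that minimum, which was not stated beforehand, it was 20 of 26 (exact two-sided sign test p = 0.00936), with ties counted against the pattern. Of the miR-124 and miR-9 genes these clusters hold Mir124a-1 and Mir9-1 only. Some clusters are related, such as those of Mir24-1 and Mir24-2. They are not independent, so both p-values may be too small. The lower shared genes also go with reads that fit more than 1 locus having been left out of the gene counts. Processing or stability of the hairpins was not tested, nor was any biological explanation, for which the design gives no group.

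The SD of the log2 ratio between the libraries over 309 genes was 0.92, or 7.25 times the 0.13 that counting error gives. Libraries prepared separately exceed counting error in any case, so that ratio decides nothing. GC content of the hairpin gave a Spearman rho of -0.0716 (bootstrap 95% interval -0.173 to 0.0307), and genes with no shared stretch had 0.965 times the SD of all genes, so neither trend could be the whole cause. Differences between the animals, dissection and library preparation stay open and untested, since the labels give no batch.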

How the results depend on the processing

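The variants that kept only genes with no shared 22-base stretch were added after the data were seen; the others were planned. They left the counts of differing genes at 117 higher and 127 lower, and the coefficient of variation ranged from 41.2% to 44.7% over its alternatives. Detection gave 464 genes at 1 CPM and 192 at 100 CPM, and 312 to 320 in each library alone. The 300 genes had to pass in both libraries, so each alone gives more. For levels and shares, each of 2 libraries always lies within 1 SD of their mean, so single libraries say nothing about their stability. Requiring an absolute log2 ratio of 1 or more left 40 higher and 60 lower genes. Pearson r was 0.980 with a pseudocount of 10 CPM, 0.980 without a filter and 0.959 at 100 or more counts; Spearman rho was 0.916 without a filter. Unstranded counts, which lose genes overlapped on the opposite strand, gave 57.9% for the 10 and 70.4% for the 20 most abundant genes. They left 0.387 CPM for endothelium, 0.126 CPM for oligodendrocytes and 30.0 CPM for red cells. They gave 2274 CPM for leukocytes, 38.0 for Hox-embedded, 212 for liver and pancreas, 15015 for miR-30 and 9898 for miR-29. The unstranded total is smaller, at 3970613 against 4273791 reads in replicate 1. That alone raises the CPM of genes whose reads are the same in both columns. Leaving the most abundant gene out of the total raised every list by construction, to 12449.6 CPM for endothelium, 2410.4 for leukocytes, 477 for choroid plexus, 39.5 for Hox-embedded, 221 for liver and pancreas, 162284 for Dlk1-Dio3, 18143 for miR-30 and 10299.9 for miR-29. Scaled to all reads, multi-mapped and unmapped ones included, every list is lower by construction: 27859.8 for neurons, 30.1 for miR-9, 1533 for oligodendrocytes, 3926 for endothelium, 2268 for mural cells, 760.0 for leukocytes, 150.4 for choroid plexus, 82.8 for multiciliated cells, 12.5 for Hox-embedded, 69.6 for liver and pancreas, 0.900 for embryonic, 51209.9 for Dlk1-Dio3, 578 for Sfmbt2, 111907 for let-7, 5722 for miR-30, 3247 for miR-29, 2325 for miR-181, 1137 for miR-17 clusters, 22393 for synaptic activity, 13455 for multi-copy genes and 129770 for their relatives. With DESeq2 size factors the endothelial log2 ratio was -0.000622, Mir126a, Mir29a and Mir200b were no longer called, and Mir29b-2 and Mir669c were called higher. By list, the genes higher and lower were then 21 and 22 for Dlk1-Dio3, 5 and 2 for Sfmbt2, 4 and 0 for miR-200, 1 and 1 for miR-29, 3 and 5 for synaptic activity, 12 and 20 for multi-copy genes and 13 and 6 for their relatives. With total counts Mir30a, Mir30e and Mir155 were no longer called, and Mirlet7b turned from higher to lower. The lists then had 20 and 27 for Dlk1-Dio3, 8 and 3 for let-7, 3 and 1 for miR-30, 1 and 2 for leukocytes, 4 and 10 for neurons, 11 and 21 for multi-copy genes and 9 and 8 for their relatives. The other list medians moved by less than the spread of their genes; at 100 or more counts those of leukocytes (0.09) and miR-17 clusters (-0.13) changed sign, and the testis list had no gene left. Of 101 named genes, 27 moved by over 1 SD in unstranded counts. Some of them, such as Mir744 and Mir433, had the same reads in both columns and rose with the smaller total only. A gene at 0 counts is limited to 0.702 and 0.748 CPM by depth.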

Other observations

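The tests of explanations for the red-cell, miR-200 and miR-183 lists and the tests of neighbouring genes were chosen after the result was seen, while the list differences were planned. Of the 300 detected microRNA genes, 54 lie on chromosome 12 and 30 on the X chromosome, with no test against the annotated numbers. Genes of the X chromosome summed to 41069 CPM, led by Mir652, in an intron of Tmem164, at 13744 ± 5429 CPM (SD, n = 2). Chromosome 7 summed to 126701 CPM over 15 detected genes, most of it from Mir139.

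Higher red-cell, miR-200 and miR-183 lists in replicate 2 could come from tissue beside the cortex or from blood. A lower share of cortical cells was not settled by the 9 genes of oligodendrocytes, endothelium, leukocytes and mural cells (median log2 ratio -0.0371). They mark cells of the cortex themselves and need not rise with other tissue. At 100 or more counts, striated muscle had a median of -1.20, multiciliated -0.25, choroid plexus -0.18, Hox-embedded -0.05 and liver and pancreas 0.21. Each rests on 1 or 2 genes. The red-cell, miR-200 and miR-183 medians were then 2.26, 1.84 and 3.00. For these few genes, the values argue against a rise of every other tissue alike. A lower cortical share with only some tissues added stays open. More residual blood stays open: the leukocyte genes had a median of -0.128 (2 of 6 higher and 2 lower beyond their intervals) that turned to 0.09 at 100 or more counts, and microglia also express some of them, which would hide a small share. Of the red-cell list itself, Mir486 (log2 ratio -0.18) and Mir3107 (-2.09) were not higher, but the pair share a stretch of 22 bases. Epithelial or sensory tissue beside the cortex stays open too, with 7 of 8 miR-200 and miR-183 genes higher and Mir200b lower, and a difference between the animals was not tested.

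A further hypothesis was that genes within 10 kb on the same strand vary together between the libraries. Over 94 genes with no shared stretch in 23 clusters, the mean squared difference of log2 ratios within clusters was 0.513 times that of genes permuted within bins of level (one-sided permutation p = 0.0084). That set includes the Mir451a, miR-200 and miR-183 genes that prompted the question. Without their lists the ratio was 0.813 over 87 genes in 20 clusters (one-sided permutation p = 0.22), so the first result may rest on them. With the Dlk1-Dio3 domain also left out, the ratio was 1.15 over 42 genes in 17 clusters (one-sided permutation p = 0.723), so the hypothesis was not borne out in the clusters left. The Dlk1-Dio3 clusters were not run by themselves.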
